# Paternal programming of breast cancer risk in daughters in a rat model: opposing effects of animal- and plant-based high-fat diets

**DOI:** 10.1186/s13058-016-0729-x

**Published:** 2016-07-26

**Authors:** Camile Castilho Fontelles, Luiza Nicolosi Guido, Mariana Papaléo Rosim, Fábia de Oliveira Andrade, Lu Jin, Jessica Inchauspe, Vanessa Cardoso Pires, Inar Alves de Castro, Leena Hilakivi-Clarke, Sonia de Assis, Thomas Prates Ong

**Keywords:** Paternal diet, Breast cancer, High-fat diet, Female offspring

## Abstract

**Background:**

Although males contribute half of the embryo’s genome, only recently has interest begun to be directed toward the potential impact of paternal experiences on the health of offspring. While there is evidence that paternal malnutrition may increase offspring susceptibility to metabolic diseases, the influence of paternal factors on a daughter’s breast cancer risk has been examined in few studies.

**Methods:**

Male Sprague-Dawley rats were fed, before and during puberty, either a lard-based (high in saturated fats) or a corn oil-based (high in n-6 polyunsaturated fats) high-fat diet (60 % of fat-derived energy). Control animals were fed an AIN-93G control diet (16 % of fat-derived energy). Their 50-day-old female offspring fed only a commercial diet were subjected to the classical model of mammary carcinogenesis based on 7,12-dimethylbenz[a]anthracene initiation, and mammary tumor development was evaluated. Sperm cells and mammary gland tissue were subjected to cellular and molecular analysis.

**Results:**

Compared with female offspring of control diet-fed male rats, offspring of lard-fed male rats did not differ in tumor latency, growth, or multiplicity. However, female offspring of lard-fed male rats had increased elongation of the mammary epithelial tree, number of terminal end buds, and tumor incidence compared with both female offspring of control diet-fed and corn oil-fed male rats. Compared with female offspring of control diet-fed male rats, female offspring of corn oil-fed male rats showed decreased tumor growth but no difference regarding tumor incidence, latency, or multiplicity. Additionally, female offspring of corn oil-fed male rats had longer tumor latency as well as decreased tumor growth and multiplicity compared with female offspring of lard-fed male rats. Paternal consumption of animal- or plant-based high-fat diets elicited opposing effects, with lard rich in saturated fatty acids increasing breast cancer risk in offspring and corn oil rich in n-6 polyunsaturated fatty acids decreasing it. These effects could be linked to alterations in microRNA expression in fathers’ sperm and their daughters’ mammary glands, and to modifications in breast cancer-related protein expression in this tissue.

**Conclusions:**

Our findings highlight the importance of paternal nutrition in affecting future generations’ risk of developing breast cancer.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13058-016-0729-x) contains supplementary material, which is available to authorized users.

## Background

Breast cancer is a global public health problem, with nearly 1.7 million new cases diagnosed in 2012, representing 25 % of all cancers in women worldwide [1]. Its incidence is projected to rise significantly over the next 20 years despite current efforts to prevent the disease [2]. Although the precise reason for this growth is still not clear, it has been suggested that modern women’s lifestyles, including postponing first pregnancy and having fewer children, can explain the increase [3].

Nutritional habits, such as adoption of Western dietary patterns, are also linked to increased breast cancer risk [4]. These patterns are characterized by low consumption of fruits and vegetables, increased energy intake, and decreased energy expenditure, leading to obesity, as well as increased intake of saturated fatty acids (SFA), n-6 polyunsaturated fatty acids (PUFA), and *trans*-fatty acids and decreased intake of n-3 polyunsaturated fats [5, 6]. While the majority of epidemiological studies on nutrition and breast cancer risk have been focused on women’s diet in adulthood, accumulating epidemiological and experimental evidence highlights early life experiences, including nutrition, as relevant factors for later breast cancer risk determination [7]. The developmental origins of this cancer have been considered predominantly from a maternal perspective, with emphasis placed on the impact of high fat or energy intake during gestation and lactation on female offspring mammary gland development and later breast cancer risk [8, 9].

Although males contribute half of the embryo’s genome, only recently has interest begun to be directed toward the potential impact of paternal experiences on the health of offspring [10]. While experimental studies have shown that paternal malnutrition may increase the susceptibility of offspring to metabolic dysregulation, obesity, and cardiovascular diseases [11, 12], the influence of paternal factors on daughter’s breast cancer risk has been examined in few studies. Among them, epidemiological studies show an association between higher paternal education level, older age, and smoking with increased rate of breast cancer in the daughters [13, 14].

Unlike the female production of germ cells that takes place predominantly in early life [15], male production of germ cells starts in utero, with mature sperm cells being produced throughout the entire reproductive life of the male [16]. Because spermatogenesis can be dramatically influenced by environmental factors, including malnutrition, obesity, and an exposure to toxic compounds, the father’s health during preconception is now acknowledged as a critical factor in the context of the developmental origins of health and disease [17]. In addition to embryogenesis, gametogenesis comprises intense epigenetic (DNA methylation, histone modification, and microRNA [miRNA or miR] expression) remodeling [18, 19]. Thus, epigenetically inherited increased disease risk could be transmitted through the female as well as the male germline [20]. Specific windows within which male gametes would be especially prone to environmentally elicited epigenetic deregulation include prepuberty and the reproductive phase [21].

Given the marked increase in dietary fat intake over the past three decades [22], as well as the notion that different kinds of dietary fats can lead to different health outcomes [23], we designed this study to investigate whether, in rats, consumption of high levels of animal- or vegetable-based fats by fathers would affect their daughters’ risk of breast cancer. We also investigated the underlying cellular and molecular mechanisms. We fed male Sprague-Dawley rats, before and during puberty, either a lard-based (high in SFA) or a corn oil-based (high in n-6 PUFA) high-fat diet (60 % of fat-derived energy). Control animals were fed a control AIN-93G diet containing soybean oil as a fat source (16 % of fat-derived energy). Male rats were mated with female rats that were consuming a commercial diet. We show that paternal consumption of these high-fat diets elicited opposing effects, with animal fat increasing and vegetable oil decreasing breast cancer risk in the offspring. These effects could be linked to alterations in miRNA expression in fathers’ sperm and their daughters’ mammary glands, as well as to modifications in breast cancer-related protein expression in this tissue. These novel data show that paternal high-fat diets influence their female offspring’s susceptibility to mammary cancer, with consumption of lard increasing and corn oil reducing daughters’ mammary cancer risk. Thus, paternal diet before conception sets a stage for a daughter’s risk of developing breast cancer.

## Methods

### Experimental design

This study was approved by the ethics committee on animal experiments of the Faculty of Pharmaceutical Sciences, University of São Paulo (protocol number CEUA/FCF/381). Twenty-one-day-old male rats were divided into three groups (*n* = 20 rats per group): control rats (those fed the control AIN-93G diet, with 16 % of total calories provided by lipids), lard-fed males (exposed to a high-SFA diet, with 60 % of total calories provided mainly from lard), and corn oil-fed males (exposed to n-6 PUFA diet, with 60 % of total calories provided mainly from corn oil). At 12 weeks of age, all male rats were switched to a chow diet and mated by housing one male with one female per cage. Pregnant female rats and their offspring consumed only commercial laboratory chow (Nuvital Nutrientes, Colombo, Brazil). Body weight and food intake were recorded two or three times per week.

### Determination of the diets’ lipid profiles

The lipid profiles of the control, lard, and corn oil diets were determined according to the methods published by the Association of Official Analytical Chemists [24]. Fatty acids were esterified to fatty-acid methyl esters according to the method reported by Hartman and Lago [25], and their composition was analyzed with a gas chromatograph (GC 17A/Class GC 10; Shimadzu, Kyoto, Japan) equipped with a flame ionization detector and a SUPELCOWAX® 10 fused silica capillary column (30 mm × 0.25 mm inner diameter; Sigma-Aldrich, St. Louis, MO, USA). The temperature was set at 170 °C, raised to 225 °C at a rate of 1 °C/minute, and held for 25 minutes. The temperatures of the vaporizer and detector were 250 °C and 270 °C, respectively. Helium was used as the carrier gas (1 ml/minute). Identification of the fatty acids was performed by comparison of the retention times with the standard mixture of fatty-acid methyl esters. Each determination was performed in duplicate using two different samples for each diet.

### Insulin tolerance test

The tests were performed at 0800 h after the rats were fasted for 12 h, according to the method described by Takada et al. [26]. The insulin load (75 mU/100 g body weight) was injected as a bolus, and the blood glucose levels were determined at 0, 3, 6, 9, 12, and 30 minutes after injection in male rats and their 50-day-old female offspring. The AUC was calculated according to the trapezoid rule [27].

### Mature spermatozoa collection and purification

Control diet and lard- and corn oil-fed male rats were killed once females were pregnant, and the caudal epididymis was dissected for sperm collection. The cauda and vas deferens from male rats were collected, punctured, and transferred to tissue culture dishes containing M2 medium (M2 medium with HEPES, without penicillin and streptomycin, sterile-filtered, suitable for rat embryo; Sigma-Aldrich), where it was incubated for 1 h at 37 °C. Spermatozoa samples were washed with PBS and then incubated with somatic cell lysis buffer (SCLB; 0.1 % SDS, 0.5 % Triton X-100 in diethylpyrocarbonate water) for 1 h, according to a protocol described by Goodrich et al. [28]. SCLB was rinsed off with two washes of PBS, and the purified spermatozoa sample (at least 95 % purity as assessed by microscopy) was pelleted and used for miRNA extraction.

### Determination of daily sperm production

The right testis was maintained at −20 °C until processing to determine the daily sperm production. The technique proposed by Robb et al. [29] is based on the resistance of elongated spermatids present in phases 17–19 of spermatogenesis to intense mechanical stress due to the high compaction of chromatin.

### Sperm morphological analyses

According to the method of Seed et al. [30], the epididymis was previously frozen at −20 °C, underwent incision, and was subsequently immersed in PBS to promote the dissemination of gametes to the aqueous medium. Then the obtained solution was placed on slides for examination by light microscopy. Two hundred sperm per animal were analyzed microscopically at × 400 magnification.

### Mammary gland harvesting

Abdominal mammary glands of female offspring of control diet- and lard- and corn oil-fed male rats (*n* = 6 per group) were collected on postnatal day 50 and used for preparing mammary whole mounts and miRNA and protein extraction.

### Analysis of mammary gland morphology and development

Whole-mount preparations of the fourth abdominal mammary gland from 50-day-old female offspring (*n* = 5/group) were obtained, and the epithelial elongation and number of terminal end buds (TEBs) were determined as described by de Assis et al. [31].

### Mammary tumor induction

Mammary tumors were induced in 50-day-old female rat offspring (*n* = 24 rats/group) by administration of 7,12-dimethylbenz[a]anthracene (DMBA, 50 mg/kg body weight; Sigma-Aldrich). The carcinogen was dissolved in corn oil and administered by oral gavage. Animals were examined for mammary tumors by palpation twice per week. Latency of tumor appearance, the number of animals with tumors, and the number of tumors per animal (multiplicity) were evaluated. The tumor volume was calculated with tumor measures of length (*a*), height (*b*), and width (*c*) taken with a caliper rule once per week since tumor appearance and throughout the experiment. The formula (1/6 × 3.14) × (*a* × *b* × *c*) was used to calculate the tumor volume, as described by Spang-Thomsen et al. [32]. The tumor growth rate was calculated using the measured volumes of each tumor at a given week (*d*) and the subsequent week (*e*) of appearance using the formula [(*e* − *d*)/*d*] × 100. Those animals in which tumor burden approximated 10 % of total body weight were killed. All others animals were killed 19 weeks after carcinogen administration.

### Analysis of mammary gland and tumor cell proliferation and apoptosis in female offspring

Cell proliferation was evaluated in mammary glands (ducts and lobules) and tumors from 50-day-old female offspring (*n* = 4/group) by Ki-67 immunohistochemistry. After being harvested, mammary tissue was directly fixed in 10 % buffered formalin, embedded in paraffin, and sectioned. Sections were then deparaffinized in xylene and hydrated through graded ethanol. Antigen retrieval was performed with 10 mM citrate buffer, pH 6, for 20 minutes in a pressure cooker. Peroxidase blocking was performed with 10 % H_2_O_2_ for 10 minutes, and nonspecific binding was blocked for 1 h with 1 % skimmed milk in PBS. Sections were incubated overnight with anti-rat Ki-67 primary antibody (Abcam, Cambridge, UK) at a 1:50 dilution. After washes, sections were incubated with the LSAB 2 System-HRP kit (Dako, Carpinteria, CA, USA) according to the manufacturer’s instructions, stained with 3,3′-diaminobenzidine in chromogenic solution (Dako) for 10 minutes, washed, and counterstained for 1.5 minutes with hematoxylin. Cell proliferation was quantified by assessing the number of Ki-67-positive cells among 1000 cells. The slides were evaluated using ImageJ software (National Institutes of Health, Bethesda, MD, USA). Apoptosis analysis was conducted in mammary glands (ducts and lobules) and tumors from 50-day-old female offspring (*n* = 4/group), according to the method described by Elmore et al. [33], using ImageJ software. Results are presented as mean number of apoptotic cells per 1000 cells.

### microRNA expression profile analysis

Total RNA from paternal sperm and their female offspring’s total mammary gland was extracted using the miRNeasy Mini Kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s instructions. RNA samples were quantified and stored at −80 °C until use. miRNA arrays were performed at the Genomics and Epigenomics Shared Resources at Georgetown University using Applied Biosystems TaqMan Array Rodent MicroRNA arrays (Life Technologies, Carlsbad, CA, USA) to generate the miRNA expression profiles for each experimental group. The TaqMan® Array Rodent MicroRNA A + B Cards Set v3.0 is a two-card set containing a total of 384 TaqMan® MicroRNA assays per card (Life Technologies). The set enables accurate quantitation of 641 and 373 unique miRNAs for rat. There are three TaqMan® MicroRNA Assay endogenous controls for each species on each array to aid in data normalization [34]. The geNorm algorithm was applied to those endogenous controls to determine the optimal number of stable controls. 

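On each card the geNorm procedure was applied to the 3 control assays found from the values, within each tissue. In sperm it retained the pair of reference wells on both cards and removed the 4-well assay, whose stability value M was 2.04 on the first card and 2.00 on the second. Mammary gland samples led it to retain the 4-well assay with 1 of the reference wells on the first card, and both reference wells on the second. Over all 12 samples it retained the reference wells on both cards. The pairwise variation between using 2 and 3 controls was never under the usual limit of 0.15, with values from 0.257 on the first card in the mammary gland to 0.747 on the second card over all 12 samples.
The mean Ct of the reference wells in sperm was 22.4 ± 2.45 (SD, n = 3) in lard-fed and 19.7 ± 0.753 (SD, n = 3) in corn oil-fed male rats on the first card, a difference of -2.68 cycles. On the second card it was 22.2 ± 2.10 and 19.8 ± 0.407 (SD, n = 3 each), a difference of -2.41 cycles. Every corn oil sample had an earlier Ct than every lard sample on both cards (two-sided exact permutation test, p = 0.1 on each card, the smallest p that 3 samples against 3 allow). The 4-well assay differed by -0.45 cycles on the first card and -0.10 on the second (exact permutation test, p = 0.3 and 0.7), and the median Ct of the assays measured in all 6 samples by -0.49 and -0.29 (exact permutation test, p = 0.7 on each card). Of the 233 assays measured in all 6 samples on the first card, 3 had a difference as low as the reference wells, as had 5 of 184 on the second. Rat 9 had the latest reference Ct, 25.2 and 24.6 on the 2 cards, and without it the differences were -1.28 and -1.20 cycles. The mammary gland reference wells differed by -0.55 cycles on the first card and by 1.43 on the second (exact permutation test, p = 0.7 and 0.2).

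**Figure D1:**
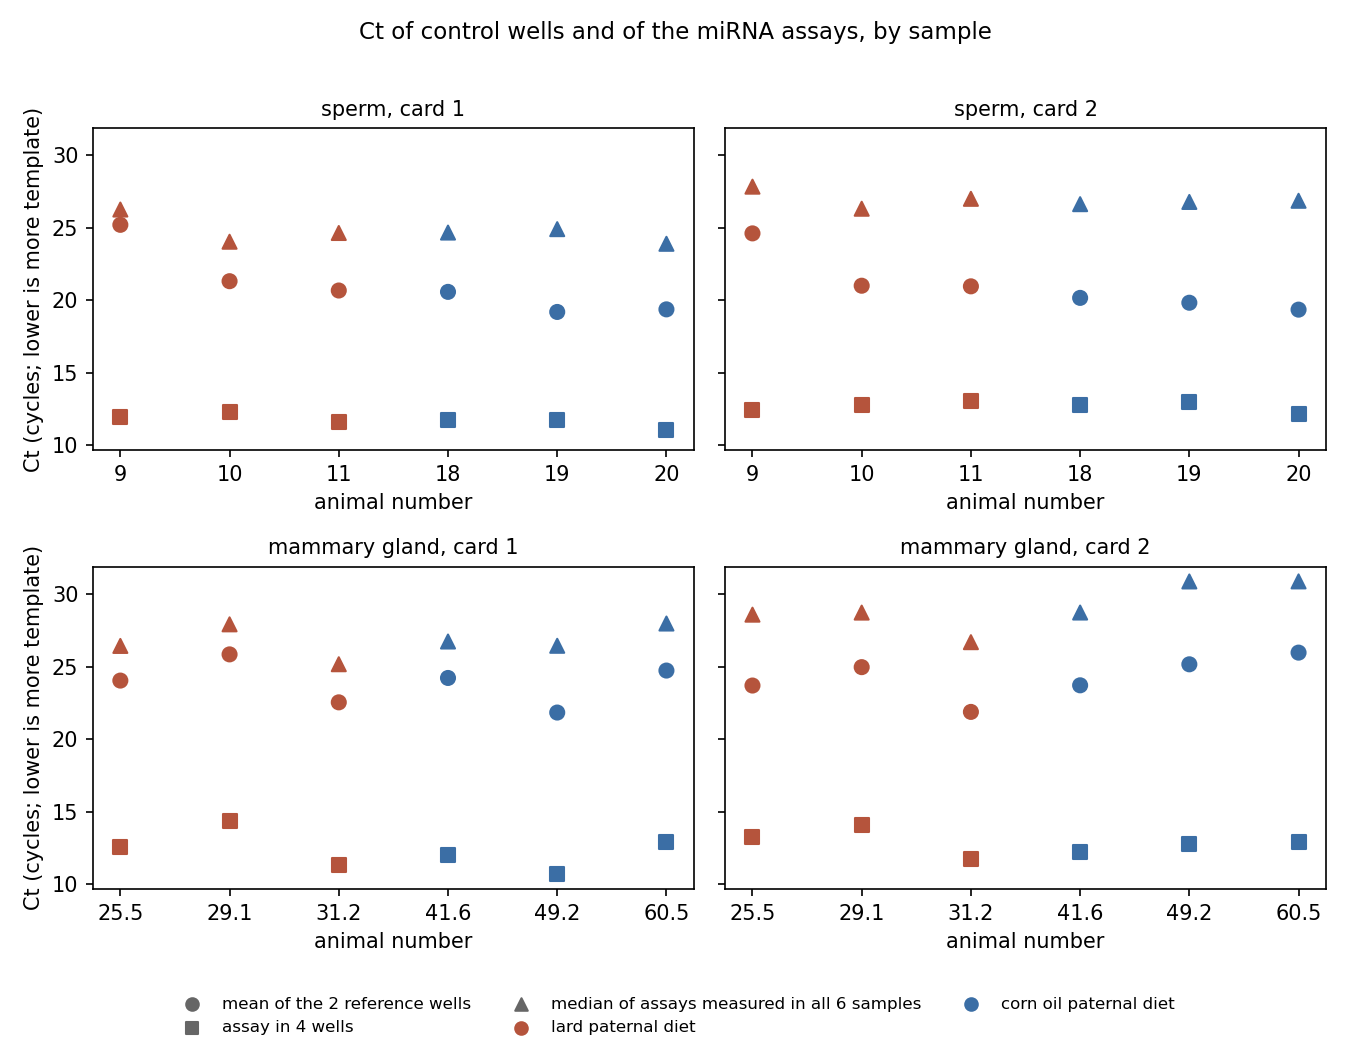
Ct in cycles of the mean of the reference wells (circles), of the 4-well assay (squares) and of the median of the assays measured in all 6 samples of the tissue (triangles), for each sample by animal number, with lard in red and corn oil in blue. In sperm the circles of rats 9, 10 and 11 lie above those of rats 18, 19 and 20 on both cards, while the squares of the diets overlap.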

The geometric mean of these selected controls was used for array normalization. To conduct further statistical analysis, the normalized value was log-transformed to meet the *t* test requirement. Statistical analysis was conducted using the limma package in R [35]. miRNAs that had a false discovery rate <0.1 were considered as significantly altered and selected for further analysis. 

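After Benjamini-Hochberg adjustment over the tested assays of each tissue, no assay in sperm had an adjusted p under 0.1 in limma. The smallest adjusted p was 0.234, where 57 assays had an unadjusted p at or below 0.05. In the mammary gland 1 assay passed, with an adjusted p of 0.0574. It lies on the second card, and was singled out after its values were seen. Its Ct was 31.2 ± 0.734 (SD, n = 3) in the offspring of lard-fed male rats, and none of the 3 offspring of corn oil-fed male rats crossed the threshold, so that the size of its difference, -7.33 on the log2 scale, depends on the value of 40 given to those wells. With every Ct above 35 set to 35, it was -2.33. In sperm the number of assays with an adjusted p under 0.1 moved most when only assays with a Ct under 35 in all 6 samples were tested, to 90 lower. The mammary gland number moved most with the 4-well assay as the only control, an alternative chosen after seeing the data, to 136 lower and 1 higher.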

Target prediction for miRNAs of interest was conducted using TargetScan (release 6.2). The predicted targeted messenger RNA (mRNA) list was then uploaded to Ingenuity Pathway Analysis (IPA; QIAGEN Silicon Valley, Redwood City, CA, USA) for gene set enrichment analysis. We selected the top canonical pathways for further analysis.

### Analysis of protein levels in mammary glands of female offspring

Protein levels of 50 ng/μl were assessed by Western blot analysis in total mammary glands obtained from 50-day-old female rats (*n* = 5 per group). Total protein was extracted from mammary tissues using radioimmunoprecipitation assay buffer with protease inhibitor (Roche, Basel, Switzerland), glycerophosphate (10 mM), sodium orthovanadate (1 mM), pyrophosphate (5 mM), and phenylmethylsulfonyl fluoride (1 mM). The samples were mixed with the buffer for 5 minutes, then incubated on ice for 30 minutes and centrifuged for 10 minutes at high speed. Protein in the supernatant was quantified using Pierce bicinchoninic acid protein assay reagent (Thermo Scientific, Rockford, IL, USA). Protein extracts were resolved on a 4–12 % gradient denaturing polyacrylamide gel (SDS-PAGE). Proteins were transferred using the Invitrogen iBlot® 7-Minute Dry Blotting System (Life Technologies) and blocked with 5 % nonfat dry milk for 1 h at room temperature. Membranes were incubated with the specific primary antibodies at 4 °C overnight. After several washes, the membranes were incubated with HRP-conjugated secondary antibody (1:5000; Santa Cruz Biotechnology, Dallas, TX, USA) at room temperature for 1 h. Membranes were developed using HyGLO chemiluminescent HRP antibody detection reagent (Denville Scientific Inc., Metuchen, NJ, USA), and exposed to Kodak autoradiography films (Carestream Health, Rochester, NY, USA). The optical density of the bands was quantified using Quantity One software (Bio-Rad Laboratories, Hercules, CA, USA). To control for equal protein loading, expression of the proteins of interest was normalized to the β-actin signal.

### Statistical analysis

Results are expressed as the mean ± SEM, and all analyses were conducted with the limma package in R. Multiple-group comparisons were performed using one-way analysis of variance (ANOVA) followed by a least significant difference (LSD) test, and two-group comparisons were performed using Student’s *t* test. Repeated-measures ANOVA was applied for caloric intake data evaluation, and Kaplan-Meier curves and log-rank tests were applied for determining differences in tumor incidence. For all data analyses, *p* ≤ 0.05 was applied as the threshold for statistical significance.

## Results

### Paternal dietary and health parameters

Compared with control diet-fed male rats, the ones that were on the lard- or corn oil-based high-fat diets consumed more (*p* ≤ 0.05) SFA (predominantly palmitic [C16:0] and stearic [C18:0] acids), monounsaturated fatty acids (MUFA) (predominantly oleic acid [C18:1n9c]) and PUFA (predominantly linoleic acid [C18:2n6c]) (Fig. 1a). Corn oil-fed male rats consumed less (*p* ≤ 0.05) SFA (predominantly palmitic [C16:0] and stearic [C18:0] acids) and MUFA (predominantly oleic acid [C18:1n9c]) and more (*p* ≤ 0.05) PUFA (predominantly linoleic acid [C18:2n6c]) than the lard-fed male rats (Fig. 1a). Daily caloric intake was approximately 7 % higher (*p* ≤ 0.05) in both lard- and corn oil-fed male rats than in control diet-fed male rats (data not shown). Although lard- and corn oil-fed male rats consumed nearly the same amount of calories per day, lard-fed male rats gained more (*p* ≤ 0.05) weight than control diet- and corn oil-fed male rats (*p* ≤ 0.05) (Table 1). There was no difference (*p* > 0.05) between control diet- and corn oil-fed male rats regarding weight gain. Both lard- and corn oil-fed male rats had greater (*p* ≤ 0.05) abdominal, retroperitoneal, and epididymal fat pad weights than control diet-fed male rats (Table 1). Compared with lard-fed male rats, corn oil-fed male rats had lesser (*p* ≤ 0.05) epididymal fat pad weights, but there was no difference (*p* > 0.05) in abdominal or retroperitoneal fat pad weights (Table 1). Further, lard-fed male rats had lesser testicle (*p* ≤ 0.05), epididymis (*p* ≤ 0.05), and seminal vesicle (*p* ≤ 0.08) weights than the control diet- and corn oil-fed male rats (Table 1). There was no difference (*p* > 0.05) between control diet- and corn oil-fed male rats regarding these parameters (Table 1). Lard-fed male rats also had fewer (*p* ≤ 0.05) normal sperm cells and lower (*p* ≤ 0.05) daily sperm production than control diet- and corn oil-fed male rats (Table 1). There was no difference (*p* > 0.05) between control diet- and corn oil-fed male rats regarding these parameters (Table 1). Both lard- and corn oil-fed male rats had higher (*p* ≤ 0.05) fasting glucose levels than control diet-fed male rats (Table 1). There was no difference (*p* > 0.05) between lard- and corn oil-fed male rats regarding this parameter (Table 1). Further, in the insulin tolerance test, lard- and corn oil-fed male rats had higher (*p* ≤ 0.05) AUCs than control diet-fed male rats (Fig. 1b), indicating that they were insulin-intolerant. There was no difference (*p* > 0.05) between lard- and corn oil-fed male rats regarding this parameter (Fig. 1b).

**Fig. 1:**
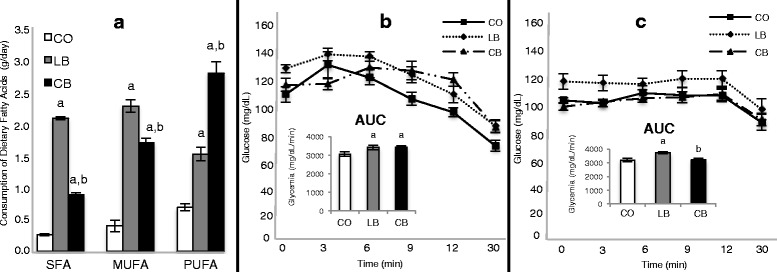
Paternal fatty-acid consumption and insulin tolerance test. **a** Male rats fed a control diet (CO) or a lard-based (LB) or corn oil-based (CB) high-fat diet consumption of dietary fats (saturated fatty acids [SFA], monounsaturated fatty acids [MUFA], and polyunsaturated fatty acids [PUFA]) (*n* = 20 per group). **b** Insulin tolerance test (ITT) of the CO-, LB-, and CB-fed male rats (*n* = 6 per group). *Inset*: ITT is shown as the AUC. **c** Fifty-day-old female offspring (*n* = 6 per group). *Inset*: ITT is shown as the AUC. Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by a least significant difference test. The data are expressed as mean ± SEM

**Table 1:** Health parameters of male rats and their 50-day-old female offspring in control diet, lard-based diet, and corn oil-based diet groups

	CO	LB	CB
Male rats			
Weight gain	363.1 ± 6.4 g	398.2 ± 12.0 g^a^	369.4 ± 7.8 g^b^
Fat weight			
Abdominal fat	1.4 ± 0.1 g/100 g body weight	2.7 ± 0.2 g/100 g body weight^a^	2.6 ± 0.2 g/100 g body weight^a^
Retroperitoneal fat	0.8 ± 0.1 g/100 g body weight	1.9 ± 0.1 g/100 g body weight^a^	1.7 ± 0.2 g/100 g body weight^a^
Epididymal fat	1.2 ± 0.1 g/100 g body weight	2.7 ± 0.1 g/100 g body weight^a^	2.0 ± 0.2 g/100 g body weight^a,b^
Reproductive organs			
Testicle	0.45 ± 0.01 g/100 g body weight	0.40 ± 0.01 g/100 g body weight^a^	0.45 ± 0.01 g/100 g body weight^b^
Epididymis	0.14 ± 0.00 g/100 g body weight	0.13 ± 0.00 g/100 g body weight^a^	0.14 ± 0.00 g/100 g body weight^b^
Seminal vesicle	0.33 ± 0.01 g/100 g body weight	0.29 ± 0.02 g/100 g body weight^c^	0.33 ± 0.02 g/100 g body weight^d^
Sperm morphology (% normal)	66.4 ± 2.8 %	50.1 ± 3.0 %^a^	70.9 ± 2.9 %^b^
Daily sperm production, *n*/testicle/day	31 ± 1.9 × 10^6^	23 ± 0.9^a^ × 10^6^	29 ± 0.8^b^ × 10^6^
Fasting glycemia	100.8 ± 3 mg/dl	124.6 ± 4 mg/dl^a^	116.1 ± 3 mg/dl^a^
50-day-old female offspring			
Birth weight	8.0 ± 1.5 g	8.8 ± 1.0 g^a^	9.1 ± 1.5 g^a^
Weight gain	138.9 ± 1.5 g	147.0 ± 1.2 g^a^	142.1 ± 1.1 g^b,c^
Retroperitoneal fat	0.9 ± 0.1 g/100 g body weight	1.1 ± 0.0 g/100 g body weight^a^	1.2 ± 0.1 g/100 g body weight^a^
Fasting glycemia	106.4 ± 2.0 mg/dl	112.5 ± 1.9 mg/dl^a^	106.3 ± 1.2 mg/dl^b^

*Abbreviations: CB* rats fed a corn oil-based high-fat diet and their offspring, *CO* rats fed a control diet and their offspring, *LB* rats fed a lard-based high-fat diet and their offspring

Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by least significant difference test. Marginal difference (*p* ≤ 0.08) compared with ^c^CO and ^d^LB, according to *t* test. The data are expressed as mean ± SEM (*n* = 20 per group)

### Female offspring health parameters

Female offspring of both lard- and corn oil-fed male rats had greater birth weight (*p* ≤ 0.05) and greater weight gain (*p* ≤ 0.05; *p* ≤ 0.08 for offspring of corn oil-fed male rats) than offspring of control diet-fed male rats (Table 1). There was no difference (*p* > 0.05) between female offspring of lard- and corn oil-fed male rats regarding birth weight (Table 1). Female offspring of corn oil-fed male rats had less (*p* ≤ 0.05) weight gain than offspring of lard-fed male rats (Table 1). Similarly to the male rats, female offspring of both the lard-fed and the corn oil-fed male rats had greater (*p* ≤ 0.05) retroperitoneal fat weights than offspring of control diet-fed male rats (Table 1). There was no difference (*p* > 0.05) between female offspring of lard- or corn oil-fed male rats regarding this parameter (Fig. 1c). Female offspring of lard-fed male rats had higher (*p* ≤ 0.05) fasting glucose levels (Table 1) and higher (*p* ≤ 0.05) AUCs than female offspring of control diet- or corn oil-fed male rats (Fig. 1c). There was no difference (*p* > 0.05) between female offspring of control diet- and corn oil-fed male rats regarding these parameters (Table 1 and Fig. 1c).

### Female offspring mammary gland morphology

Mammary gland morphology was assessed on the basis of mammary whole mounts obtained from 50-day-old female offspring. Both elongation of the mammary epithelial tree (Fig. 2c) and the number of TEBs (Fig. 2d) were higher (*p* ≤ 0.05) in female offspring of lard-fed male rats than in female offspring of control diet- and corn oil-fed male rats. There was no difference (*p* > 0.05) between female offspring of control diet- and corn oil-fed male rats regarding these parameters (Fig. 2c and d).

**Fig. 2:**
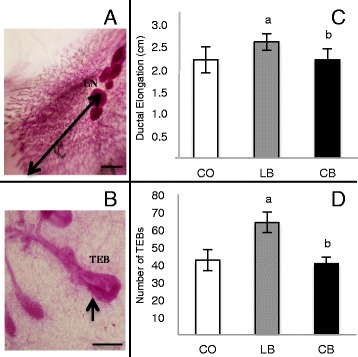
Mammary gland development of 50-day-old female offspring of control diet (CO)-, lard (LB)-, and corn oil (CB)-fed male rats. **a** Histological depiction of the fourth abdominal mammary gland showing ductal elongation, indicated by *arrow*. **b** Terminal end buds (TEBs), indicated by *arrows*. **c** Ductal elongation. **d** Number of TEBs. All values are expressed as the mean ± SEM. Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by a least significant difference test. The data are expressed as mean ± SEM (*n* = 5 per group)

### Female offspring mammary gland tumors data

Mammary tumors in the female offspring were induced by administering the carcinogen DMBA. Female offspring of lard-fed male rats had increased mammary tumor incidence (*p* ≤ 0.05) compared with offspring of both control diet- and corn oil-fed male rats (Fig. 3a). There was no statistical difference (*p* > 0.05) between female offspring of control diet- and corn oil-fed male rats regarding tumor incidence. Female offspring of corn oil-fed male rats exhibited longer (*p* ≤ 0.05) tumor latency and lower tumor multiplicity (*p* ≤ 0.05) than female offspring of lard-fed male rats (Fig. 3b and d). Compared with female offspring of control diet-fed male rats, female offspring of lard- and corn oil-fed male rats did not show differences (*p* > 0.05) regarding tumor latency and multiplicity. Further, female offspring of corn oil-fed male rats showed less (*p* ≤ 0.05) tumor growth in the first week of tumor appearance than offspring of both control diet- and lard-fed male rats (Fig. 3c). There was no statistical difference (*p* > 0.05) between offspring of control diet- and lard-fed male rats regarding tumor growth. Additionally, there was no statistical difference among groups in the tumor growth rate for the remaining experimental weeks.

**Fig. 3:**
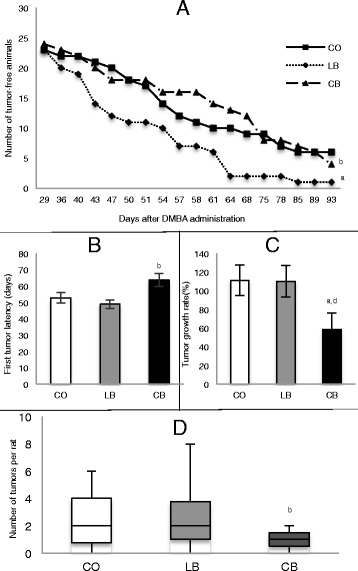
Mammary tumorigenesis in female offspring of control diet (CO)-, lard (LB)-, and corn oil (CB)-fed males. **a** Number of tumor-free rats. **b** Number of days before the appearance of the first tumor. **c** Tumor growth rate in the first week of appearance. **d** Total number of tumors per rat (multiplicity). Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by a least significant difference test. Marginal difference (*p* ≤ 0.08) compared with ^d^LB, according to *t* test. The data are expressed as mean ± SEM (*n* = 24 per group). *DMBA* 7,12-dimethylbenz[a]anthracene

### Female offspring mammary gland and tumor cell proliferation and apoptosis

Female offspring of lard-fed male rats exhibited an increased (*p* ≤ 0.06) number of proliferative cells (Fig. 4b) and a decreased (*p* ≤ 0.05) number of apoptotic cells (Fig. 4e) in mammary gland lobules compared with female offspring of control diet- and corn oil-fed male rats. There was no difference (*p* > 0.05) between female offspring of control diet- and corn oil-fed male rats regarding these parameters (Fig. 4b and e). Further, there was no difference (*p* > 0.05) in cell proliferation and apoptosis in mammary gland ducts among female offspring of all groups. Female offspring of both lard- and corn oil-fed male rats exhibited a decreased (*p* ≤ 0.05) number of apoptotic cells (Fig. 4f) in mammary tumors compared with female offspring of control diet-fed male rats. There was no difference (*p* > 0.05) between female offspring of lard- and corn oil-fed male rats regarding this parameter (Fig. 4f). In addition, there was no difference (*p* > 0.05) among groups regarding cell proliferation in the mammary tumors (Fig. 4c).

**Fig. 4:**
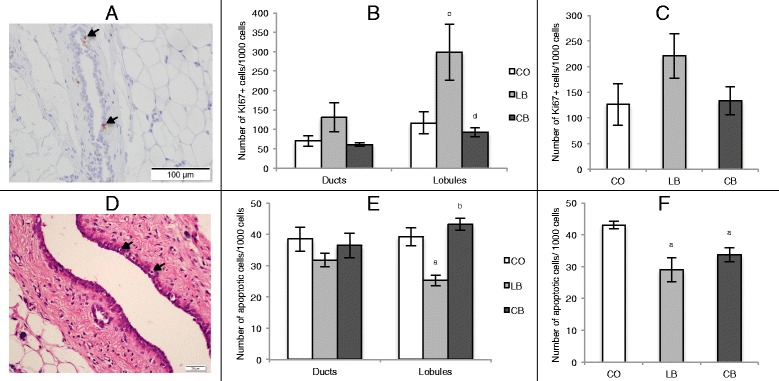
Quantification of cell proliferation and apoptosis in mammary gland and tumors. **a** Photomicrograph (×20 original magnification) of Ki-67 immunostaining (cells indicated by *arrows*). **b** Quantification of cell proliferation in the mammary gland ducts and lobules of 50-day-old female offspring of control diet (CO)-, lard (LB)-, and corn oil (CB)-fed male rats. **c** Quantification of cell proliferation in mammary tumors of female offspring from CO-, LB-, and CB-fed male rats. **d** Photomicrograph (×40 original magnification) showing apoptotic cells (indicated by *arrows*). **e** Quantification of apoptosis in the mammary gland ducts and lobules of 50-day-old female offspring of CO-, LB-, and CB-fed male rats. **f** Quantification of apoptosis in mammary tumors of female offspring of CO-, LB-, and CB-fed males. Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by a least significant difference test. Marginal difference (*p* ≤ 0.06) compared with ^c^CO and ^d^LB, according to *t* test. The data are expressed as mean ± SEM (*n* = 4 per group)

### miRNA expression profile in fathers’ sperm cells and in their daughters’ mammary glands

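miRNA levels were measured by quantitative PCR in the sperm of 3 lard-fed and 3 corn oil-fed male rats, and in the mammary glands of 3 female offspring of lard-fed and 3 of corn oil-fed male rats, 12 samples in all. The sperm samples are those of rats 9, 10 and 11 (lard) and 18, 19 and 20 (corn oil), and the mammary gland samples those of daughters 25.5, 29.1 and 31.2 (lard) and 41.6, 49.2 and 60.5 (corn oil), killed at 50 days of age. The sample labels describe single animals, whereas the description of the whole series speaks of pooled RNA, so it is not settled whether each sample is 1 animal or a pool. The labels also name Trizol for the RNA extraction, where the methods name a column kit. Each sample was run on 2 cards of 384 wells, after reverse transcription with pooled primers and preamplification. The threshold cycle (Ct) is the PCR cycle at which a well's fluorescence crosses a threshold, so that 1 cycle less stands for about 2 times more template.
The authors deposited the Ct of every well without normalization, with 40, the last cycle, for a well that never crossed the threshold. They also deposited the fold change of corn oil over lard for each well and tissue. The wells are numbered, and the files do not pair the numbers with miRNA names, so assays are given here by well number and no value can be assigned to a named miRNA. On each card 1 assay fills 4 wells, which hold identical values in every sample. The wells to which the authors' deposited fold changes are relative were found from the values: of the 73536 pairs of wells on a card, only 1 pair returned the deposited fold change of the wells without amplification in both tissues, to within 1e-05 on the log2 scale. This pair and the 4-well assay were taken as the 3 endogenous controls of each card, and the remaining 756 wells as miRNA assays.
Of these 756 assays, 475 to 493 gave a Ct in the sperm of lard-fed male rats (median 488) and 489 to 494 in the sperm of corn oil-fed male rats (median 490). For the mammary gland the numbers were 406 to 470 in the offspring of lard-fed male rats (median 439) and 398 to 412 in the offspring of corn oil-fed male rats (median 406). Log2 relative expression was computed as the mean Ct of the selected controls of the same sample and card minus the Ct of the assay, with wells without a crossing kept at 40. Assays with a Ct under 35 in at least 3 of the 6 samples of a tissue were tested, 490 in sperm and 400 in the mammary gland, with limma on each tissue's own samples. The choice of controls, the value given to wells without a crossing and the detection limit are steps that could change these numbers.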

To compare the outcomes of the distinct paternal high-fat diets on the basis of miRNA expression, Applied Biosystems TaqMan Rodent MicroRNA arrays were used to generate the miRNA profile for lard- and corn oil-fed fathers’ sperm cells, as well as for their respective daughters’ mammary glands. The microarray data are deposited in the Gene Expression Omnibus (GEO) public repository under accession number [GEO:GSE77012]. 

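In sperm, 55 of the 490 tested assays had lower and 2 had higher log2 relative expression in corn oil-fed than in lard-fed male rats at p at or below 0.05 in limma, where 12.25 in each direction would be reached by chance. The median difference over the tested assays, corn oil minus lard, was -2.19 on the log2 scale, with quartiles of -2.72 and -1.57, and the difference was below 0 for 446 assays (91.0%). The median standard error of an assay's difference was 1.26. The per-sample medians of the diets did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). For 210 assays (42.9%) every corn oil sample lay below every lard sample, and for 0 every corn oil sample lay above, where chance gives 5% in each direction. The assays of a sample and card share the same reference wells, so they move together. Counts far from these chance values can therefore arise without an effect on single assays. The lower calls were spread over both cards, 35 on the first and 20 on the second.
These counts moved in both directions with the processing. In one fit over all 12 samples 193 assays were lower, and 174 when only assays with a Ct under 35 in all 6 samples were tested. On raw Ct 3 assays were lower and 5 higher, with a median difference of 0.40, and relative to the mean Ct of all assays measured in every sample 7 were lower and 13 higher. With single samples left out, the number of lower assays ranged from 19 without rat 20 to 184 without rat 11. Of the lower assays measured in all 6 samples without overlap between the diets, the largest difference was in well 751, with -5.49 (standard error 2.07, limma adjusted p = 0.234). Its Ct was 24.3 ± 0.248 (SD, n = 3) in lard-fed and 27.4 ± 4.18 (SD, n = 3) in corn oil-fed male rats. The difference stayed below 0 under every alternative run, but its unadjusted p was above 0.05 under 9 of 23 alternatives, raw Ct among them, and without rat 9 (-4.14) or rat 18 (-3.27).

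**Figure D2:**
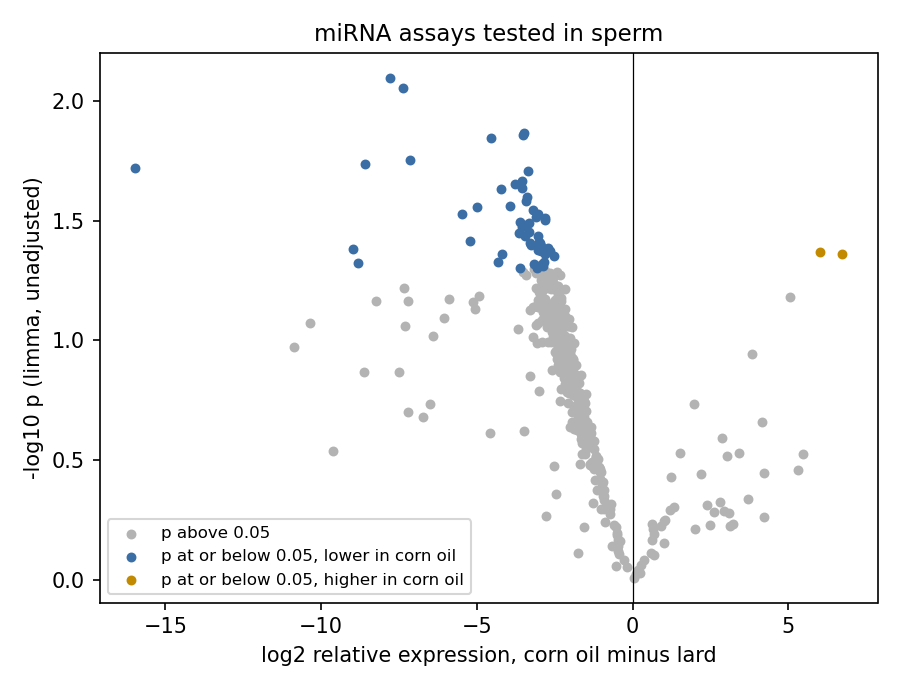
Difference in log2 relative expression between the sperm of corn oil-fed and lard-fed male rats (x axis, corn oil minus lard) against -log10 of the unadjusted limma p (y axis) for each of the 490 tested assays, a point each. Most points, 446, lie to the left of 0, and 55 of the points at p at or below 0.05 are lower in corn oil against 2 higher.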

Corn oil-fed male rats had 89 downregulated (*p* ≤ 0.05) miRNAs in the sperm compared with lard-fed male rats (Fig. 5a). Furthermore, female offspring of corn oil-fed male rats had 21 downregulated (*p* ≤ 0.05) and 2 upregulated (*p* ≤ 0.05) miRNAs in their mammary glands compared with female offspring of lard-fed male rats (Fig. 5b). 

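In the mammary gland, 93 of the 400 tested assays had lower and 3 had higher log2 relative expression in the offspring of corn oil-fed than of lard-fed male rats at p at or below 0.05 in limma, where 10 in each direction would be reached by chance. The median difference was -1.03, with quartiles of -1.83 and -0.31, and 338 assays (84.5%) lay below 0. The median standard error was 0.658. The per-sample medians did not overlap between the diets (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Every corn oil sample lay below every lard sample for 138 assays (34.5%) and above for 6 (1.5%), where chance gives 5% each. Here too the assays of a sample and card share the same controls, so they are not independent of one another. Of the lower calls, 77 were on the first card and 16 on the second.
These numbers depended on which controls were used, in both directions. With the 4-well assay alone, an alternative chosen after seeing the data, 173 assays were lower and 1 higher, and with all 3 controls 60 were lower. The reference wells of the deposited fold changes are also those that geNorm selected over all 12 samples. With these wells on both cards, 31 assays were lower and 3 higher. With the mean Ct of all assays measured in every sample as the reference, 23 were lower and 20 higher, and after quantile normalization 15 were lower and 30 higher. The count was 41 without daughter 49.2, 40 without daughter 25.5 and 114 without daughter 41.6.
Among the assays measured in all 6 samples without overlap, well 213 had the largest decrease, -11.18 (standard error 4.33, limma adjusted p = 0.204). Its Ct was 20.4 ± 0.954 (SD, n = 3) in the offspring of lard-fed and 30.8 ± 8.52 (SD, n = 3) in the offspring of corn oil-fed male rats, so that the spread among the latter was nearly as large as the difference, and its p was above 0.05 with any daughter other than 41.6 left out. The only increase that met the same conditions was in well 642, with 1.03 (standard error 0.345, limma adjusted p = 0.178), from a mean of -9.20 ± 0.170 (SD, n = 3) to -8.17 ± 0.159 (SD, n = 3). It was -0.40 on raw Ct.

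**Figure D3:**
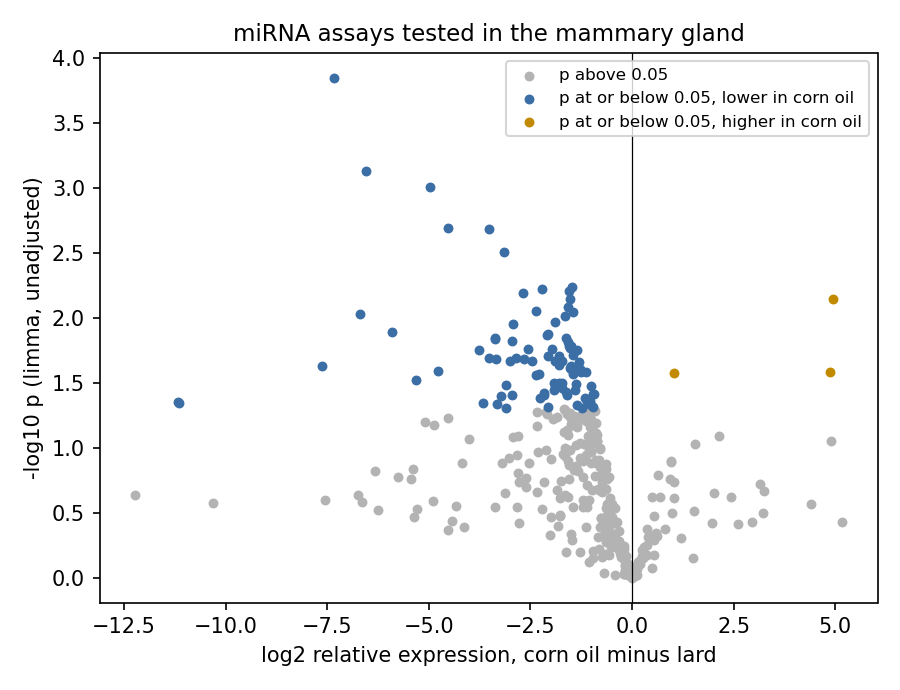
Difference in log2 relative expression between the mammary glands of the offspring of corn oil-fed and lard-fed male rats (x axis, corn oil minus lard) against -log10 of the unadjusted limma p (y axis), with a point for each of the 400 tested assays. At p at or below 0.05, 93 points lie to the left of 0 and 3 to the right.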

There were three miRNAs that were downregulated in both the sperm and the mammary glands of the corn oil-fed fathers and their daughters, respectively: miR-1897-5p, miR-219-1-3p, and miR-376a#. 

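Of the 371 assays tested in both tissues, 35 were lower in sperm and 82 were lower in the mammary gland at p at or below 0.05, and 8 were lower in both. Lists of these sizes share 7.74 assays by chance (one-sided exact hypergeometric test, p = 0.527), so the overlap was not larger than expected from the lengths of the lists. With the reference wells on both cards in both tissues, 2 assays were lower in both, where 2.26 are expected by chance, and these 2 were among the 8. Since the wells are not paired with names, it is not known whether miR-1897-5p, miR-219-1-3p and miR-376a# are among them. The difference between the diets was not shown to differ between the tissues for any single assay in the fit reported here: 0 of the 371 assays had an adjusted p under 0.1 for the interaction of diet and tissue in limma, with a smallest adjusted p of 0.602, and 20 had an unadjusted p at or below 0.05. On the first card the tissues were set against different controls, so this term also holds any difference between those controls. With the reference wells on both cards in both tissues, 0 assays had an adjusted p under 0.1 as well. The number with an adjusted p under 0.1 was 6 when only assays with a Ct under 35 in all 6 samples were tested, 4 with undetermined wells missing and 1 on raw Ct. The paper carried the miRNAs that were lower in both tissues forward to a pathway analysis of their predicted targets, and chose the proteins for its Western blots from these targets.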

IPA (Additional file 1: Table S1) indicated that these miRNAs could regulate signaling pathways associated with key physiological processes such as growth hormone, phosphatase and tensin homolog (PTEN), and prolactin signaling, as well as disease processes such as Huntington’s disease, cardiac hypertrophy, type 2 diabetes mellitus, and breast cancer.

**Fig. 5:**
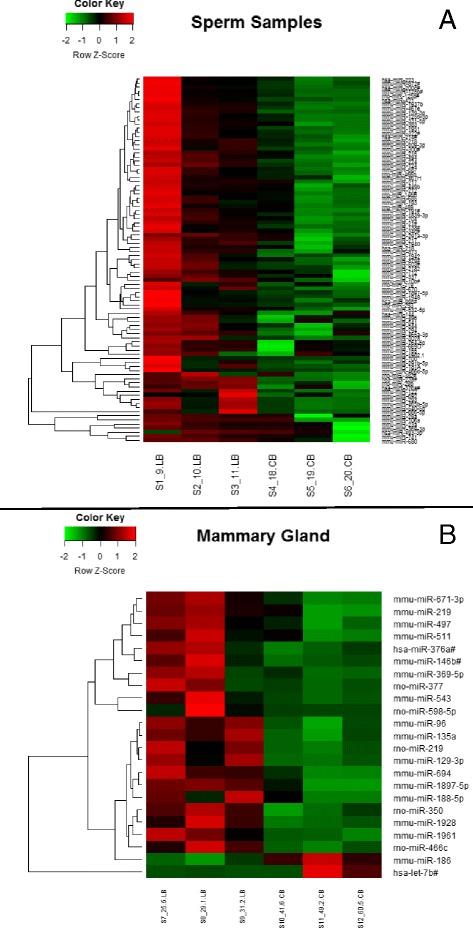
Heat map of microRNA (miRNA or miR) expression profiles. **a** Heat map of miRNA expression profile in sperm of the male rats from control diet-, lard-, and corn oil-fed male rats. **b** Heat map of miRNA expression profile in normal mammary tissue of 50-day-old female offspring (*n* = 3 per group)

### Protein expression in female offspring mammary gland

Since miR-1897-5p, miR-219-1-3p, and miR-376a# can directly or indirectly modulate several targets (shown in Additional file 1: Table S1), we decided to perform Western blot analysis of the following proteins linked to breast cancer: CCAAT/enhancer-binding protein beta (Cebpβ), caspase 3 (Casp3), insulin-like growth factor 1 receptor (Igf1r), protein kinase D1 (Pkd1), and transforming growth factor, beta receptor I (Tgfβr1). On the one hand, there was no difference (*p* > 0.05) among female offspring of the control diet-, lard-, and corn oil-fed male rats regarding Cebpβ, Casp3, and Igf1r levels (data not shown). On the other hand, female offspring of the corn oil-fed male rats had higher (*p* ≤ 0.05) Pkd1 levels in the mammary glands than female offspring of lard-fed, but not control diet-fed, male rats (Fig. 6). There was no difference (*p* > 0.05) between female offspring of control diet- and lard-fed male rats regarding this protein (Fig. 6). In addition, Tgfβr1 levels were significantly increased in the offspring of lard-fed male rats (Fig. 6) compared with offspring of both control diet-fed (*p* ≤ 0.05) and corn oil-fed (*p* ≤ 0.06) male rats. There was no difference (*p* > 0.05) between female offspring of corn oil-fed and control diet-fed male rats regarding this protein (Fig. 6). Interestingly, both proteins are involved in regulating epithelial-to-mesenchymal transition (EMT): Pkd1 inhibits this process [36], and Tgfβr1 promotes it [37].

**Fig. 6:**
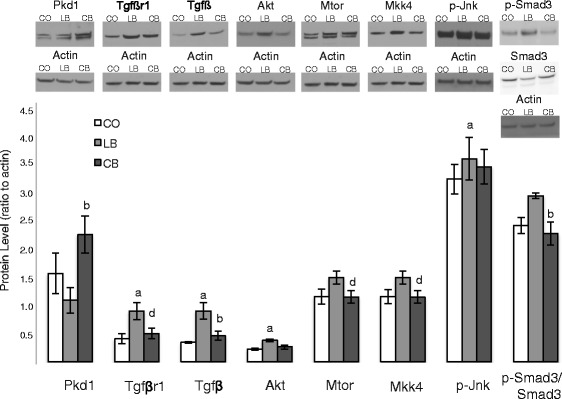
Protein alterations associated with microRNA (miRNA) expression. Western blot analysis of protein kinase D1 (Pkd1), transforming growth factor, beta receptor I (Tgfβr1), transforming growth factor beta (Tgfβ), v-akt murine thymoma viral oncogene (Akt), mechanistic target of rapamycin (Mtor), mitogen-activated protein kinase kinase 4 (Mkk4), phosphorylated mitogen-activated protein kinase 8 (p-Jnk), and phosphorylated Smad family member 3/Smad family member 3 (p-Smad3/Smad3) ratio protein expression in mammary glands of 50-day-old female offspring of control diet (CO)-, lard (LB)-, and corn oil (CB)-fed male rats. Statistically significant difference (*p* ≤ 0.05) compared with ^a^CO and ^b^LB, according to analysis of variance followed by a least significant difference test. Marginal difference (*p* ≤ 0.06) compared with ^d^LB, according to *t* test. The data are expressed as mean ± SEM (*n* = 5 per group)

We further explored if Tgfβ and key regulators of its activity were altered by measuring protein levels of v-akt murine thymoma viral oncogene (Akt), cofilin (Cfl), v-raf leukemia viral oncogene (c-Raf), extracellular signal-regulated kinase 1/2 (Erk1/2), phosphorylated mitogen-activated protein kinase 8 (p-Jnk), mitogen-activated protein kinase 4 (Mkk4), mechanistic target of rapamycin (Mtor), mitogen-activated protein kinase 14 (p38), phosphorylated Smad family member 3/Smad family member 3 (p-Smad3/Smad3) ratio, and Harvey rat sarcoma virus oncogene (Ras). Tgfβ protein expression was higher (*p* ≤ 0.05) in the mammary glands of the female offspring of lard-fed male rats than in the offspring of control diet- and corn oil-fed male rats. There was no difference (*p* > 0.05) between female offspring of corn oil- and control diet-fed male rats regarding this protein (Fig. 6). Further, the levels of Akt and p-Jnk were higher (*p* ≤ 0.05) in the female offspring of lard-fed male rats than in female offspring of control diet-fed male rats (Fig. 6). There was no difference (*p* > 0.05) in female offspring of corn oil-fed male rats and the offspring of control diet- and lard-fed male rats regarding these proteins (Fig. 6). Female offspring of corn oil-fed male rats had lower levels of Mtor, Mkk4 (*p* ≤ 0.06), and p-Smad3/Smad3 (*p* ≤ 0.05) than female offspring of lard-fed, but not control diet-fed, male rats (Fig. 6). There was no difference (*p* > 0.05) between female offspring of control diet- and lard-fed male rats regarding these proteins (Fig. 6). In addition to promoting EMT, all these altered proteins are involved in increasing cell survival, growth, migration, and invasion.

## Discussion

Breast cancer is a complex disease with a multifactorial etiology [38]. It is increasingly evident that in utero environment can program later susceptibility to breast cancer [39]. The findings of our present study suggest that breast cancer risk can be determined even earlier through diet-induced changes in paternal germ cells before conception. Our study shows that, compared with female offspring of control diet-fed fathers, offspring of lard-fed fathers did not differ in tumor latency, growth, or multiplicity. However, female offspring of lard-fed fathers had increased elongation of the mammary epithelial tree, number of TEBs, and tumor incidence compared with both control diet- and corn oil-fed fathers, showing that paternal exposure to a lard-based high-fat diet containing SFA increased their daughters’ mammary cancer risk. TEBs are considered sites of tumor initiation [40], and increased epithelial elongation reflects rapid epithelial growth [41]. Additionally, female offspring of lard-fed fathers showed increased cell proliferation and decreased apoptosis in the mammary gland lobules compared with female offspring of both control diet- and corn oil-fed fathers. Altogether, these findings support the view that altered mammary gland development represents a potential underlying mechanism of increased breast cancer risk [42].

Compared with female offspring of control diet-fed fathers, female offspring of corn oil-fed fathers had decreased tumor growth. There was no difference in tumor incidence, latency, or multiplicity between female offspring of control diet- and corn oil-fed fathers. In addition, female offspring of corn oil-fed fathers had longer tumor latency, decreased tumor growth, and decreased multiplicity compared with female offspring of lard-fed fathers. These data show that paternal exposure to a corn oil-based high-fat diet containing n-6 PUFA had an effect opposite that of a lard-based high-fat diet and reduced their daughters’ mammary cancer risk.

Although male rats that were fed the lard-based and corn oil-based high-fat diets consumed the same amount of calories, lard increased the body weight and size of epididymal fat pads more than corn oil did. Thus, different fatty acids can have distinct effects on adipose accumulation, as already shown by others [43]. Our results further show that lard, but not corn oil, elicited detrimental effects on male reproductive parameters (fewer normal sperm cells and lower daily sperm production). This is in line with earlier human and animal data showing that SFA disrupt testicular metabolism and sperm quality, while PUFA are essential for sperm cell membrane fluidity and flexibility as well as fertilization [44]. Excessive epididymal fat in lard-fed males may have been detrimental to spermatogenesis, as epididymal tissue is an essential depot for spermatogenesis [45]. The adverse effects of lard may not be mediated through increased insulin resistance. Although a correlation between insulin resistance and impaired sperm production has been reported in rats fed a diet high in SFA [46], as also found in the present study, a corn oil-based high-fat diet also impaired insulin tolerance but did not affect male reproductive parameters. We propose that impaired sperm quality and function in lard-fed fathers could be associated with disruption in metabolic programming and increased breast cancer risk among their daughters.

The impact of obesity in fathers leading to metabolic dysfunction in their female offspring was previously observed in rodent studies [10], and it was also seen in our present study. Female offspring of both lard- and corn oil-fed fathers exhibited increased body weight and adiposity. However, only female offspring of lard-fed fathers displayed an impaired insulin response, indicating that the type of dietary fatty acids consumed represents a key factor in metabolic programming through the male germline.

Epigenetic modifications that are necessary for achieving reproductive capacity of male gametes include DNA methylation, histone retention, and expression of noncoding RNAs such as miRNAs [47]. Because miRNAs can modulate the expression of hundreds of mRNAs that affect embryonic development as well as the establishment of the offspring’s epigenome [48], they have been proposed to mediate paternal programming effects on the offspring [49]. The epididymis has been implicated as the site of the alterations of miRNA signatures occurring during the maturation of sperm cells, and therefore an increase in epididymal fat pad size could potentially impact inheritance of miRNA signatures and/or the developmental trajectory of the offspring [50]. The impact of high-fat-diet-induced male obesity on the miRNA profile in mature spermatozoa has been examined in rodent studies [51]. In a study by Fullston et al. [52], males fed a high-saturated-fat diet exhibited changes in miRNAs in the testes and mature spermatozoa that target mRNA associated with spermatogenesis, embryonic development, and metabolic diseases in the offspring. We provide further evidence that paternal nutrition can impact the sperm miRNA profile and possibly the subsequent mammary gland miRNA profile, which in turn targets genes implicated in breast cancer and other diseases.

Some of the miRNAs that were differentially expressed in the lard- and corn oil-fed fathers’ germ cells also were differentially expressed in their daughters’ mammary glands, although the daughters were never directly exposed to the high-fat diets. When we compared lard-fed fathers and their daughters, we observed three miRNA that were significantly altered in both the sperm and mammary glands of corn oil-fed fathers and their daughters: miR-1897-5p, miR-219-1-3p, and miR-376a#. Since miRNAs can modulate gene expression by inhibiting the translation of mRNA or by directing their degradation [53], we focused on determining if the expression of the top potentially targeted proteins (Additional file 1: Table S1) was altered in the daughters of lard- or corn oil-fed fathers. Among them, we highlight Pkd1 and Tgfβr1. PKD1 is a serine/threonine kinase that is expressed in ductal epithelial cells of the mammary gland, maintains the epithelial phenotype, and prevents EMT [54]. Inhibition of PKD1 can lead to pathological conditions such as cancer [55]. Thus, our finding of increased Pkd1 levels in the mammary glands of corn oil-fed fathers’ offspring, compared with female offspring of lard-fed fathers, is in line with their lowest susceptibility to breast cancer. In addition, compared with female offspring of control diet- and corn oil-fed fathers, another miRNA target, Tgfβr1, was increased in the daughters of lard-fed fathers that displayed the highest susceptibility to mammary cancer. Tgfβr1 expression is related to promotion of breast carcinogenesis through multiple mechanisms, including enhancing EMT [56]. We assessed the protein levels of up- and downstream signaling partners of Tgfβr1. Female offspring of lard-fed fathers showed higher protein levels of Tgfβ than female offspring of both control diet- and corn oil-fed fathers, as well as higher protein levels of Akt and p-Jnk than control diet-fed fathers. In addition, female offspring of corn oil-fed rats had lower levels of Mtor, Mkk4, and p-Smad3/Smad3 than female offspring of lard-fed fathers. These proteins collectively play important roles in cell survival, growth, migration, and invasion [57, 58]. These findings indicate that mechanisms other than miRNAs contribute to changes in gene expression in the daughters’ mammary tissue following paternal exposure to a lard-based high-fat diet.

Because fathers, mothers, and their daughters tend to share the same nutritional habits [59], it is important to further investigate if paternally programmed breast cancer risk is affected by maternal and female offspring’s fat intake. Maternal intake of a high corn oil diet during pregnancy increases female offspring’s mammary cancer risk [8], while intake of lard has opposite effects [9]. In addition, because obesity-induced altered sperm miRNA expression in the fathers can be normalized through exercise or dietary intervention (consumption of balanced diet), which then improves the metabolic health of female offspring [60], the efficacy of a similar intervention in reducing daughters’ breast cancer risk should be investigated.

## Conclusions

In the present study, we show that paternal intake of a lard-based high-fat diet rich in SFA increases female offspring’s mammary cancer risk, as indicated by the increased elongation of the mammary epithelial tree, number of TEBs, and tumor incidence in female offspring of lard-fed fathers compared with female offspring of both control diet- and corn oil-fed rats. However, if the paternal fat source is corn oil that is high in n-6 PUFA, these male rats’ offspring’s mammary cancer risk is reduced, as indicated by decreased tumor growth in female offspring of corn oil-fed fathers compared with female offspring of both control diet- and lard-fed fathers, as well as by longer tumor latency and decreased tumor multiplicity compared with female offspring of lard-fed fathers. Altered miRNA expression in fathers’ sperm and daughters’ mammary glands may at least underlie these effects, but other epigenetic changes are likely to be involved. Our findings highlight the importance of paternal nutrition in affecting future generations’ risk of developing breast cancer.

### Abbreviations

Akt, v-akt murine thymoma viral oncogene; ANOVA, analysis of variance; Casp3, caspase 3; CB, rats that were fed a corn oil-based high-fat diet and their offspring; Cebpβ, CCAAT/enhancer-binding protein beta; Cfl, cofilin; CO, rats that were fed a control diet and their offspring; c-Raf, v-raf leukemia viral oncogene; DMBA, 7,12-dimethylbenz[a]anthracene; EMT, epithelial-to-mesenchymal transition; Erk1/2, extracellular signal-regulated kinase 1/2; Igf1r, insulin-like growth factor 1 receptor; ITT, insulin tolerance test; LB, rats that were fed a lard-based high-fat diet and their offspring; LSD, least significant difference; miRNA or miR, microRNA; Mkk4, mitogen-activated protein kinase kinase 4; mRNA, messenger RNA; Mtor, mechanistic target of rapamycin; MUFA, monounsaturated fatty acid; p38, mitogen-activated protein kinase 14; p-Jnk, phosphorylated mitogen-activated protein kinase 8; Pkd1, protein kinase D1; p-Smad3/Smad3, phosphorylated Smad family member 3/Smad family member 3 ratio; PTEN, phosphatase and tensin homolog; PUFA, polyunsaturated fatty acid; Ras, Harvey rat sarcoma virus oncogene; SCLB, somatic cell lysis buffer; SFA, saturated fatty acid; TEB, terminal end bud; Tgfβr1, transforming growth factor, beta receptor I

## Additional file

Additional file 1: Table S1. Canonical IPA analyses of the target pathways and molecules modulated by altered miRNA from father’s sperm and 50-day-old female offspring mammary glands from lard-fed (LB) and corn oil-fed (CB) males.

# Supplementary material for: Paternal programming of breast cancer risk in daughters in a rat model: opposing effects of animal- and plant-based high-fat diets
**Source:** Breast Cancer Res. 2016 Jul 26;18:71. doi: 10.1186/s13058-016-0729-x
**Supplement:** Additional file 1: Table S1. — Canonical IPA analyses of the target pathways and molecules modulated by altered miRNA from father’s sperm and 50-day-old female offspring mammary glands from lard-fed (LB) and corn oil-fed (CB) males.

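The table comes from target prediction followed by pathway analysis, not from measured expression of the targets: predicted target mRNAs of the miRNAs were uploaded, and each pathway was scored by how many of its members are among them. The ratio is the share of a pathway's members found among the predicted targets, and the -log p-value gives how unlikely that share is by chance. The supplement lists 7 pathways and 23 different molecules. The paper's reported -log p-values run from 3.33 for type II diabetes mellitus signaling to 4.62 for prolactin signaling, and the paper's ratios from 0.0478 for Huntington's disease signaling to 0.0959 for prolactin signaling. The pathways overlap in their members: PIK3R1 is listed in 7 of the 7 pathways, PRKCE, PRKCI and PRKD1 in 6 each and IGF1R in 4, so that the pathways are not independent of one another. Since the deposited wells carry no miRNA names, the target lists were not recomputed here.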

**Additional file 1: Table S1**: Ingenuity Canonical Pathway analyses of the target pathways and molecules modulated by altered miRNA from father’s sperm and 50 days old female offspring mammary gland from lard (LB) and corn oil (CB) fed males.

| **Ingenuity Canonical Pathways** | **-log (p-value)** | **Ratio** | **Molecules** |
| --- | --- | --- | --- |
| Prolactin Signaling | 4.62E00 | 9.59E-02 | PRKCI,SP1,PIK3R1,PRKCE,SOCS4,**CEBPB**,**PRKD1** |
| PTEN Signaling | 4.11E00 | 6.78E-02 | **TGFBR1**,**CASP3**,PIK3R1,FGFR1,**IGF1R**,BMPR2,  FOXG1,BCL2L11 |
| Huntington's Disease Signaling | 4.03E00 | 4.78E-02 | GRM5,HDAC9,PRKCI,**CASP3**,SP1,PIK3R1,**IGF1R**,  PRKCE,CDK5R1,SIN3A,**PRKD1** |
| Growth Hormone Signaling | 3.79E00 | 8.7E-02 | PRKCI,PIK3R1,**IGF1R**,PRKCE,SOCS4,**PRKD1** |
| HER-2 Signaling in Breast Cancer | 3.56E00 | 7.89E-02 | PRKCI,PIK3R1,PRKCE,PARD6B,ITGB8,**PRKD1** |
| Role of NFAT in Cardiac Hypertrophy | 3.56E00 | 5.03E-02 | HDAC9,PRKCI,**TGFBR1**,PIK3R1,IGF1R,MEF2A,  PRKCE,**PRKD1**,CABIN1 |
| Type II Diabetes Mellitus Signaling | 3.33E00 | 5.98E-02 | PRKCI,PIK3R1,PRKCE,SOCS4,**CEBPB**,ACSL1,**PRKD1** |

How the deposited data were processed for this re-analysis (not part of the article)

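miRNA levels were measured by quantitative PCR on 2 cards of 384 wells in 12 samples: the sperm of 3 lard-fed and 3 corn oil-fed male rats, and the mammary glands of 3 female offspring of each, 50 days old. Sample conditions were taken from the labels and the paper. The groups share no animal numbers.

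The authors deposited the Ct of every well, in cycles and without normalization, with 40 for wells that did not cross the threshold. The baseline and the setting of the threshold are not given in the sources used here. The authors also deposited a table of fold changes, the ratio of corn oil over lard for each well and tissue. This ratio was recomputed from the Ct values: every Ct above 35 was set to 35, the mean Ct of 2 reference wells of the same card was subtracted, and the mean of 2 to the power of minus the result over the 3 corn oil samples was divided by that over the 3 lard samples. All wells of both cards were returned in both tissues to within 1e-05 on the log2 scale. The methods name geNorm and the geometric mean of the selected controls, which is the mean on the Ct scale.

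The values analysed here are log2 relative expression, the mean Ct of the selected controls of the sample and card minus the Ct of the assay. The 3 control assays of each card were found from the values, because the wells carry no names: an assay that fills 4 wells and the 2 reference wells of the deposited fold changes. For the same reason, the planned normalization to U6 alone, the 3 miRNAs named in the paper, the miRNAs labelled in Fig. 5 and lists of marker miRNAs could not be matched and are not analysed here. geNorm was run within each tissue: the least stable control was removed and the 2 retained were used. The pairwise variation between 2 and 3 controls was above the usual limit of 0.15 throughout, which in geNorm calls for the third control, so the use of all 3 controls is given among the alternatives. Wells without a crossing were kept at 40, and assays with a Ct under 35 in at least 3 of 6 samples were tested, of 756 in all.

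Each tissue was fitted on its own 6 samples with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings), two-sided. Calls at an unadjusted p at or below 0.05, the threshold in the paper's results, which do not name an adjustment, and at a Benjamini-Hochberg adjusted p under 0.1, which its methods name, are both given. The interaction of diet and tissue was fitted over all 12 samples. Medians over assays were compared by an exact permutation test of the per-sample medians, whose smallest p is 0.1 for 3 samples against 3. The number of assays lower in both tissues was set against the hypergeometric expectation. The assays named in the text were chosen by a rule fixed before the data were examined, the largest differences at p at or below 0.05 among assays measured in all 6 samples whose diet groups do not overlap. Only 2 that fell and 1 that rose are given by number, as the numbers carry no names.

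Between 398 and 494 of the 756 assays gave a Ct in a sample. The fit was tested on simulated data with the spread of the real assays and 200 assays changed. In sperm, with 490 assays, 33.0% of changes of 1 on the log2 scale and 68.5% of changes of 2 were recovered at p at or below 0.05, and 0% and 58.0% at an adjusted p under 0.1. With the 400 assays of the mammary gland, the shares were 37.5% and 66.5% at p at or below 0.05, and 0% and 63.0% at an adjusted p under 0.1. These simulations held no error shared by the assays of a sample.

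Of the processing alternatives fixed before the data were examined, 14 were run, beside leaving out each of the 12 samples. A further 9 were chosen after the data had been seen, 7 of them combinations tried after the counts here had been set beside those of the paper. The controls selected by geNorm were kept when a sample was left out. Body weights, tumors, Western blots and the control diet were not analysed here.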

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

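The alternatives were chosen before the data were examined, except the 4-well assay alone, every well tested, and all those named as with the settings of the deposited fold changes or with the authors' wells, which were chosen after seeing the data. U6 alone was not run, because the wells carry no names. No paired analysis was possible because the groups share no replicate numbers. Where no cause is named, the cause was not tested.

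Sperm assays lower in corn oil, 55, and higher, 2, depended on the reference. There were 3 lower and 5 higher on raw Ct, 4 and 4 with the 4-well assay alone, 7 and 13 with the global mean, and 8 and 9 after quantile normalization. The median difference, -2.19, reversed to 0.40 on raw Ct and 0.0733 with the 4-well assay alone, and was -0.0193 with the global mean and -0.0563 after quantile normalization, which centre the assays by construction. Treatment of late wells moved the counts the other way: 90 lower and 0 higher with every Ct above 35 set to 35, 173 and 0 with undetermined wells missing, and 174 and 0 with only assays under 35 in all 6 samples. There were 109 lower with a trend and robust fit and 193 in one fit over all 12 samples. The methods' t-test gave 44 lower and 0 higher, and no detection filter 58 lower, 5 of them assays with no Ct under 35 in any of the 6 samples, and 0 higher. At an adjusted p under 0.1, where limma gave 0 lower, there were 4 with trend and robust, 27 with undetermined wells missing and 90 with a Ct under 35 in all 6 samples. The methods' t-test on the assays of this last setting gave 0.

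Mammary gland assays lower in corn oil, 93, and higher, 3, moved with the controls as well. Lower assays numbered 173 with the 4-well assay alone, 60 with all 3 controls, 47 with one control mean over both cards, 31 with geNorm over all 12 samples, 32 in one fit over all 12 samples and 30 on raw Ct. The global mean gave 23 lower and 20 higher, and quantile normalization 15 lower and 30 higher. Higher assays numbered 1 on raw Ct, 1 with the 4-well assay alone, 1 with undetermined wells missing, 0 with a Ct under 32, 5 without a detection filter and 5 with every well tested. The median, -1.03, was 0.0925 with the global mean and 0.29 after quantile normalization, where centring by construction leaves the sign without meaning, and was -1.68 with the 4-well assay alone. At an adjusted p under 0.1, where there was 1 lower, there were 136 lower and 1 higher with the 4-well assay alone, 64 lower with a Ct under 35 in all 6 samples, 3 with all 3 controls, 3 on raw Ct, 2 with geNorm over all 12 samples and 2 with one control mean. There were 0 with every Ct above 35 set to 35, a Ct under 32, no detection filter, every well tested, quantile normalization, or undetermined wells missing.

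Assays lower in both tissues, 8, numbered 0 on raw Ct, with the global mean, after quantile normalization and with the 4-well assay alone, 2 with geNorm over all 12 samples, 3 with one control mean, 3 with the methods' t-test, 5 with all 3 controls, 15 with trend and robust, 18 with every Ct above 35 set to 35, 30 with undetermined wells missing and 31 with a Ct under 35 in all 6 samples. The interaction of diet and tissue, 0 assays, was 1 on raw Ct, 1 with the 4-well assay alone, 4 with undetermined wells missing and 6 with a Ct under 35 in all 6 samples.

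With the settings of the deposited fold changes, 95 assays were lower in sperm (1 at an adjusted p under 0.1), 38 were lower and 1 higher in the mammary gland (0 at an adjusted p under 0.1), 5 were lower in both, and the mammary gland median was -0.41. With the methods' t-test in addition, 54 were lower and 0 higher in sperm, 28 were lower in the mammary gland (0 adjusted) and 2 in both. With the authors' wells and every Ct above 35 set to 35, 90 were lower and 0 higher in sperm, and 36 lower in the mammary gland (0 adjusted). The methods' t-test on these gave 49 lower and 0 higher in sperm, 27 lower in the mammary gland (0 adjusted) and 2 in both. Without a detection filter they gave 1 higher in sperm, 35 lower in the mammary gland (0 adjusted) and 3 in both. With a Ct under 35 in all 6 samples they gave 174 lower and 0 higher in sperm (90 adjusted), 35 lower in the mammary gland (0 adjusted), 15 in both and an interaction in 6 assays. The methods' t-test on the last gave 43 lower and 0 higher in sperm, 17 lower in the mammary gland (0 adjusted) and 2 in both.

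With each sample left out in turn, sperm lower assays ranged from 19 to 184. They were 19 without rat 20, 22 without rat 19, 30 without rat 9 and 184 without rat 11. Sperm higher assays ranged from 0 to 9 (without rat 10), the median from -2.85 to -1.30, and adjusted calls from 0 to 3 lower (without rat 20) and 0 to 2 higher (without rat 11). Mammary gland lower assays ranged from 40 to 114. They were 40 without daughter 25.5, 41 without 49.2, 46 without 29.1, 55 without 60.5 and 114 without 41.6. Higher assays ranged from 1 to 4, the median from -1.09 to -0.80, and adjusted calls from 0 to 71 lower and 0 to 1 higher, both highest without daughter 41.6. Assays lower in both ranged from 1 without rat 19 to 27 without rat 11, and the interaction from 0 to 3 (without daughter 41.6).

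Wells 751 and 213 stayed below 0 under every alternative run, and their p was above 0.05 under 9 of 23 and 5 of 20 of these. Well 642 reversed to -0.40 on raw Ct, -0.0687 with one control mean over both cards and -0.78 with the 4-well assay alone. Of its 22 alternatives a further 9 kept the direction with a p above 0.05, as did 4 of the 6 fits with a daughter left out. The assay past an adjusted p of 0.1 in the mammary gland stayed below 0 under each of 18 alternatives, from -9.15 to -2.33. Its p was above 0.05 under 2 of these, both with the methods' t-test and every Ct above 35 set to 35. It has no Ct in the offspring of corn oil-fed male rats, and late wells limit such assays: 14 of the assays with a Ct in sperm and 33 of those in the mammary gland have none under 35 in any of the 6 samples.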

Differences from the paper's values

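Only the settings said below to be chosen after seeing the values were chosen after the counts were known. The paper's reported number of miRNAs lower in the sperm of corn oil-fed male rats is 89, and 55 assays were lower here at an unadjusted p at or below 0.05. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with one control mean over both cards (62), with every Ct above 35 set to 35 (90), with limma's trend and robust options (109) and without rat 18 (64), and with none of the others. Of the settings chosen after seeing the values, it did with the settings of the deposited fold changes (95), with the authors' wells and every Ct above 35 set to 35 (90), and with the same and no detection filter (79). At an adjusted p under 0.1, 90 assays were lower with only assays under a Ct of 35 in all 6 samples, where 174 were lower at an unadjusted p at or below 0.05. The methods' t-test on the same assays gave 0 and 43.

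The paper's reported number of miRNAs lower in the mammary gland is 21, and 93 assays were lower here. The controls that geNorm retained over all 12 samples are the reference wells of the deposited fold changes, on both cards. The fit reported here kept a different pair on the first card. With the reference wells on both cards 31 assays were lower, and the lower calls on the first card fell from 77 to 16. Much of the gap thus went with the controls of the first card. Whether the paper's calls used these wells is not stated. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with the global mean (23), on raw Ct (30), after quantile normalization (15) and with geNorm over all 12 samples (31), and with none of the others. Of the settings chosen after seeing the values, it did only with the methods' t-test: under the settings of the deposited fold changes (28), with the authors' wells and every Ct above 35 set to 35 (27), and with these and a Ct under 35 in all 6 samples (17). With limma in place of the methods' t-test these settings gave 38, 36 and 35. In sperm the same settings with the methods' t-test gave 54, 49 and 43 lower, outside 1.5 times the paper's count. With only assays under a Ct of 35 in all 6 samples, 64 mammary gland assays were lower at an adjusted p under 0.1. At an unadjusted p at or below 0.05 that setting gave 104. Both lie outside 1.5 times the paper's 21.

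The paper's reported number of miRNAs lower in both tissues is 3, and 8 assays were lower in both here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's with geNorm over all 12 samples (2), one control mean over both cards (3) and the methods' t-test (3), and without rat 20 (3), daughter 25.5 (2), daughter 49.2 (2) or daughter 60.5 (4), and with none of the others. Of the settings chosen after seeing the values, it did with the methods' t-test under the settings of the deposited fold changes (2), with the authors' wells and every Ct above 35 set to 35, with the methods' t-test (2) or without a detection filter (3), and with the methods' t-test and a Ct under 35 in all 6 samples (2). No setting of the 36 run, the reported one included, brought all 3 of these counts within 1.5 times the paper's. As the wells carry no names, how many of the miRNAs called in the paper a setting drops could not be counted.

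The methods call miRNAs at a false discovery rate threshold, while the results give p at or below 0.05 and do not name an adjustment. At an adjusted p under 0.1, limma called 0 assays in sperm, where 57 had an unadjusted p at or below 0.05, and 1 in the mammary gland.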

Other observations

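The tests on the reference wells, the controls, rat 9, the template, the second cards and the deposited fold changes with samples left out were chosen after the values they use had been seen, and the tests on other splits of the samples and simulated shared errors before. No result met the conditions for a separate flag: groups of 3 are too small for a test of single samples, and the interaction of diet and tissue called 0 assays at an adjusted p under 0.1.

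In sperm, the assays called lower in corn oil outnumber those called higher, 55 against 2. Several explanations are argued against by the tables. Rat 9 alone does not account for it, because the median difference without this rat was -1.30 and 30 assays were lower, 24 of them among the 55. Less template in the lard samples does not either, unless the RNA of the 4-well assay changed as well, because this assay differed by -0.28 cycles as a mean of both cards while the reference wells differed by 2 cycles or more. A candidate explanation is the pair of reference wells that all assays are set against. On raw Ct 3 of 490 assays were lower, which is what this explanation needs, and with the 4-well assay in place of the reference wells 4 were lower and 4 higher. An error shared by all assays of a sample stays possible too: of 1000 simulated sets with no effect of diet and a per-sample error with an SD of 1.17, as in these samples, 10.3% gave as many calls in one direction, while without the shared error the highest number in any set was 28. Of the 10 splits of the 6 samples, only the real one, 1 split, gave as many calls in one direction, and 10 splits cannot exclude chance. A lower level of most miRNAs in the sperm of corn oil-fed male rats is argued against by the 4-well assay. With this assay as the only control, an alternative chosen after seeing the data, the median difference was 0.0733. A lower level of most miRNAs stays possible if the RNA of the 4-well assay fell as well. That geNorm removed this assay in sperm does not decide this, since with 3 candidates it keeps the 2 that vary together. On the first card the Ct of the 4-well assay had an SD of 0.347 in lard-fed and 0.392 in corn oil-fed male rats. The mean of the reference wells had 2.45 and 0.753 there. On the second card the SDs were 0.321 and 0.444 against 2.10 and 0.407. The median on raw Ct was 0.40, but a larger amount of template could hide a lower level there.

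The reference wells themselves have an earlier Ct in the sperm of corn oil-fed male rats. Failure of single wells is argued against by the second card, where the difference was -2.41 cycles after -2.68 on the first. A larger amount of template in the corn oil samples is argued against by the 4-well assay, which moved by -0.28 cycles as a mean of both cards, unless its RNA changed as well. The other assays do not decide this, since a lower level of most miRNAs would hide a larger amount of template. Without rat 9 the difference was -1.24 cycles as a mean of both cards, larger than the SD between the remaining samples on each card (0.669 and 0.333), so this rat is not the whole of it. Whether the RNAs behind these wells change with the diet is untested, and so is any difference in the makeup of the sperm samples. A hypothesis that follows is that the control RNAs, rather than most miRNAs, differ between the diets in sperm. It would be tested by a reference added in a known amount to each sample.

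The authors' deposited table gives a fold change to wells with no Ct under 35 in any sample of the tissue. In sperm, the 71 such wells of the first card all carry a deposited fold change of 0.0664, and the 141 wells of the second card carry 0.0933. The mammary gland values are 0.611 for 91 wells of the first card and 2.33 for 171 of the second. These values follow from the reference wells alone, since each Ct above 35 was set to 35. They rest on single samples, as the formula averages on the linear scale: without rat 9 it gives 0.443 on the first card and 0.447 on the second in sperm. With each daughter left out it gives 0.418 to 1.46 on the first card and 1.53 to 4.46 on the second. Over the 756 assays, 97.0% of the authors' deposited fold changes in sperm are below 1, with a median of 0.120, and 59.9% in the mammary gland, with a median of 0.758.

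In the mammary gland, 93 assays were called lower and 3 higher. The reference wells are argued against as the whole cause, because without them, with the 4-well assay alone, 173 assays were lower and 1 higher. A candidate explanation is the controls of the first card, the 4-well assay included. On raw Ct, with no control, 9 of the 253 assays of the first card were lower, against 77 with the controls. Raw Ct also keeps differences in template between samples, which can lower the number of calls, so this count alone cannot decide it. With both reference wells and without the 4-well assay, 16 were lower on the first card and the median difference there was -0.92. The median difference on the first card stayed below 0 on raw Ct, with -0.37 against -1.14 with the controls. Over all tested assays the median was -0.90 on raw Ct against -1.03. Late second cards are argued against because 77 of the 93 lower calls lie on the first card. On raw Ct it is the other way round: 21 of the 30 lower calls lie on the second card, among 147 tested there, which is consistent with late second cards, though whether that of daughter 60.5 was late is not settled. Of 1000 simulated sets with a shared per-sample error with an SD of 0.476, 0.4% gave as many calls in one direction. This does not exclude such an error, since its size was taken from 6 samples. Of the 10 splits of the 6 samples, the real one was the only one with as many calls in one direction, 1 of 10, which cannot exclude chance. The paternal diet stays open as an explanation, untested apart from the choice of controls.

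In daughter 49.2 the reference wells of the second card were later than those of the first by 3.83 cycles more than the median of the other 5 daughters. The median assay was later by 2.44 cycles and the 4-well assay by 1.91 on the same measure, beyond the values of daughters 25.5, 29.1, 31.2 and 41.6, which is consistent with a shift of that whole card. In daughter 60.5 the reference wells were later by 1.74 and the median assay by 0.907, later than in those daughters, though by less than the median assay of daughter 29.1 was early (-1.35), while the 4-well assay moved the other way (-0.35), so a shift of the card and a change of the reference wells cannot be told apart. Both are offspring of corn oil-fed male rats, so this cannot be separated from the diet with these samples.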
